A study of Mus musculus with 22 samples. Its data were reported in "β-Hydroxy-β-Methylbutyrate Supplementation Promotes Antitumor Immunity in an Obesity Responsive Mouse Model of Pancreatic Ductal Adenocarcinoma" (2021).

How the data were processed

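Gene expression of mouse bone marrow-derived macrophages (BMDM, macrophages grown from marrow cells) was measured on 22 Clariom S arrays. Per the labels, 6 arrays held untreated M0 macrophages (Ctrl), 6 held M0 macrophages treated with β-hydroxy-β-methylbutyrate (HMB), 5 held macrophages treated with lipopolysaccharide (LPS, a bacterial cell wall component that drives M1-like polarization), and 5 held macrophages given both (HMB+LPS). HMB, a metabolite of the amino acid leucine, was used at 1 mM and LPS at 10 ng/ml, for 48 h. Replicate numbers ran from 1 to 6 in Ctrl and HMB and from 2 to 6 in LPS and HMB+LPS. The labels do not say whether replicates came from separate animals or separate cultures, so p-values measure only the spread between these samples, which may be technical.

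The authors deposited log2 values for each probe set, with 1 column per array and values from 0.97 to 19.44. The background correction, any normalization between arrays and the software are not given in the sources used here. Medians of the tested probe sets ran from 5.73 in LPS 2 to 6.01 in LPS 5. The table held 28846 probe sets, of which 6640 were controls (5222 negative, 1324 positive, 23 for background, 63 ERCC spikes and 8 other spikes). The remaining 22206 were tested as deposited. Of these, 19572 were paired with 1 gene symbol by the platform annotation, 0 with several, and 2634 were unnamed here. The symbols covered 19505 genes, and for the 55 genes with more than 1 probe set the probe set with the highest mean stood for the gene. Arrays give no read depth, and the number of arrays limits the precision. As a measure of signal over background, the mean of the positive control probe sets minus that of the negative ones was taken on each array.

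Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, two-sided), with all 22 arrays and 4 group means in 1 fit, Benjamini-Hochberg adjustment over the 22206 probe sets, and a threshold of 0.05. The contrasts were LPS minus Ctrl, HMB minus Ctrl, HMB+LPS minus LPS, and the difference between both HMB effects. Errors of log2 differences are standard errors. Gene lists were fixed before the data were examined: 32 lists with 780 genes, of which 704 were matched and 76 were not. They covered inflammation, polarization, the cell cycle, metabolism, stress responses, and markers of other cell types that a marrow culture could hold, and 31 of them were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The remaining list, of sex-linked genes, served as a check on the cell donors. Counts of called members were taken over all probe sets and also adjusted over the list alone. Scores for M1-like and M2-like markers were means of log2 values per array, compared by exact two-sided permutation tests adjusted over 6 comparisons. Principal components were computed over all tested probe sets after centring each on its mean.

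The genes named were chosen by a rule fixed before the data were examined: the 10 genes that rose most and the 10 that fell most among those past the threshold, up to 4 members of each list with the smallest adjusted p (or, where none passed, the 2 with the smallest p, as values), the 5 genes with the smallest adjusted p for the difference between both HMB effects, and Nos2, Arg1, Mrc1, Il6, Il1b, Tnf and Mki67. Cd38 and Il12b were also on that list and were not matched here. The same rule was applied within the array sets described next, after the data had been seen, and genes named for the difference between replicate numbers were chosen by its size.

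Whether replicate numbers pair the arrays was checked by correlating deviations from the group means across all tested probe sets. Ctrl and HMB arrays of the same number deviated together in all 6 pairs (r = 0.627, 0.183, 0.244, 0.307, 0.608 and 0.623 for numbers 1 to 6). The numbers were therefore taken to pair them, as a weak hint from the data that the labels do not state. Ctrl 2, Ctrl 5 and HMB 3 correlated more with an array of another number. Numbers 5 and 6 could not be told apart, since Ctrl 5 with HMB 6 gave r = 0.623 and Ctrl 6 with HMB 5 gave 0.605. In the 12 arrays without LPS, numbers 5 and 6 stood apart from numbers 1 to 4. A signature of this difference was made from the 4271 probe sets that differed (limma with HMB as a term), leaving out those with an unadjusted p up to 0.05 for LPS minus Ctrl or for HMB+LPS minus HMB, which left 3249. Each array was placed along it, from 0 for numbers 1 to 4 to 1 for numbers 5 and 6, with each of the 12 arrays left out of its own reference. Arrays above 0.5 formed set B (8 arrays, 2 per group, with a lowest position of 0.769) and the rest set A (14 arrays, with a highest position of 0.333). These sets were defined from the data, after the results had been seen, and are not groups of the study. Among the arrays with LPS the set goes together with the strength of the response, so comparisons of the LPS response between sets describe these arrays and are not independent of how they were sorted. Each comparison was refitted within set A, within set B and in 1 fit of 8 means (group by set), which tests differences between sets.

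Alternatives set before the data were examined were a replicate block, quantile normalization, centring on the median, leaving out the dimmest 25% or 50% of probe sets, eBayes with trend and robust, array weights, a fold threshold of 2, only the 2 groups compared, the methods' t-test, an estimated correlation in camera, and leaving out each array in turn. Those added after seeing the data were the set as a block, each set alone, leaving out arrays of low control separation, and permutation within sets. The procedures were tested on simulated data with 200 changed genes among 22206. The simulated noise was independent between arrays and genes and held no array sets, so the shares recovered need not hold for the real arrays. With the number and spread of the 22 arrays, a log2 change of 2 was recovered for 82.5% of genes for HMB minus Ctrl and 80.5% for HMB+LPS minus LPS. A change of 1 was recovered for 13.5% and 6.5%. With 8 arrays, 2 per group, a change of 2 was recovered for 84% and a change of 1 for 0%. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Hallmark gene sets were not used here.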

Results

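Transcriptomes of bone marrow-derived macrophages were measured to determine whether HMB promotes M1-like polarization, in M0 cells and in cells polarized with LPS. The groups held 6 Ctrl, 6 HMB, 5 LPS and 5 HMB+LPS arrays, with 22206 probe sets tested on each. Positive control probe sets stood above negative ones by 4.75 ± 0.41 log2 units in Ctrl (SD, n = 6), 4.58 ± 0.48 in HMB (SD, n = 6), 4.35 ± 0.66 in LPS (SD, n = 5) and 4.36 ± 0.56 in HMB+LPS (SD, n = 5). The groups did not differ in this separation by exact permutation tests (adjusted p = 0.992 for each of 3 comparisons). On single arrays it ran from 3.65 in LPS 2 to 5.26 in HMB 2, and 6 arrays lay under 4, of which 1 was in Ctrl, 1 in HMB, 2 in LPS and 2 in HMB+LPS. The Y-linked genes Kdm5d, Eif2s3y and Uty reached at most 3.59, 3.69 and 4.62 on any array.

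M0 macrophages of replicate numbers 5 and 6 differed from those of numbers 1 to 4, whether or not they had HMB. Treml4, a receptor of dendritic cells and macrophages, was 6.30 log2 units higher in numbers 5 and 6, Id1, a target of BMP signalling, 5.73, the replication helicase subunit Mcm5 4.83 and the monocyte chemokine Ccl2 4.62. Lcn2, an iron-siderophore binding protein, was 4.53 higher. The phospholipid transfer protein Pltp was at −4.35, the fatty acid desaturase Scd1 at −4.10, the collagen Col3a1 at −3.71 and the matrix glycoprotein Thbs1 at −3.56. In all, 4271 probe sets differed between these 4 and 8 arrays, 2505 higher and 1766 lower in numbers 5 and 6 (largest adjusted p among the genes named = 0.000334). That limma fit counted the Ctrl and HMB array of a number as separate samples, so its p-values and count are too favourable if the numbers pair them. Between the Ctrl arrays alone, the fit of 8 means called 1912 probe sets, 1190 higher and 722 lower in numbers 5 and 6. LPS 3, LPS 6, HMB+LPS 5 and HMB+LPS 6 lay with numbers 5 and 6 along this difference, and these 8 arrays are called set B and the other 14 set A. Control separation was 4.92 ± 0.13 in set B (SD, n = 8) and 4.30 ± 0.52 in set A (SD, n = 14).

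**Figure D1:**
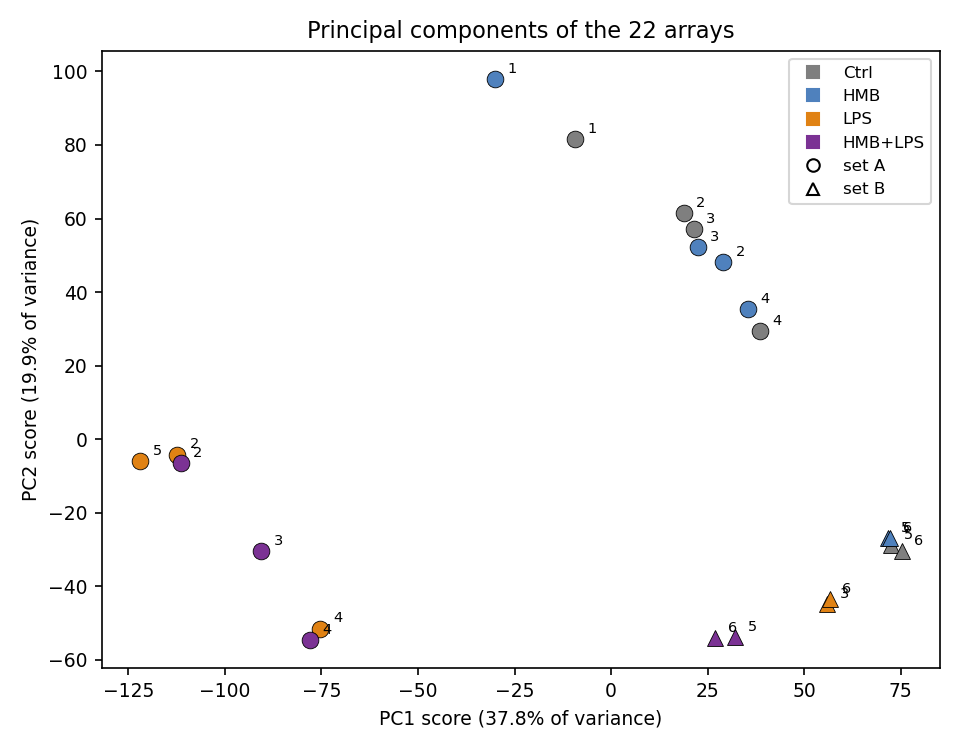
Scores of the 22 arrays on the first 2 principal components of all tested probe sets, which hold 37.8% and 19.9% of the variance, with colours for groups, circles for set A, triangles for set B and replicate numbers beside the points. On the horizontal axis LPS arrays of set A average −103.19 and those of set B 56.27, close to the Ctrl arrays.

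LPS raised genes of inflammation and antimicrobial defence in macrophages. Lcn2 rose by 11.27 ± 1.07 log2 units over Ctrl (adjusted p = 3.5e-06), the acute phase protein Saa3 by 8.90 ± 0.91 (adjusted p = 9.99e-06), the cytokine Il1a by 8.75 ± 1.69 (adjusted p = 0.00787), and the inducible nitric oxide synthase Nos2 by 7.44 ± 1.77 (adjusted p = 0.0315). The collagenase Mmp8 (7.87), the prostaglandin synthase Ptgs2 (7.31), the itaconate-producing enzyme Acod1 (6.68), the chemokines Ccl5 (6.02) and Cxcl3 (5.88) and the cytokine signalling inhibitor Socs3 (5.96) rose as well. Their adjusted p lay between 9.21e-07 for Ccl5 and 0.0485 for Socs3. The prostaglandin-degrading enzyme Hpgd fell by 5.75 ± 1.25, the scavenger protein Cd5l by 5.73 ± 1.27, the nuclear receptor Pparg by 5.57 ± 1.02 and the mannose receptor Mrc1, an M2-like marker, by 5.07 ± 1.01 (adjusted p = 0.0184, 0.0208, 0.00545 and 0.00929). Mex3b, Pcp4l1, Ptchd1, Cmah, Kitl and Rasgrp3 fell by 4.76, 4.60, 4.21, 3.95, 3.77 and 3.73. Of the genes named as falling, Cd5l was higher with LPS in set B and Rasgrp3 was near its Ctrl level. There Cd5l was at 11.58 and 12.11 with LPS and at 10.84 and 11.02 in Ctrl. Rasgrp3 was at 12.10 and 11.54 with LPS and at 12.02 and 11.93 in Ctrl.

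The limma fit called 414 probe sets for LPS minus Ctrl, 239 higher and 175 lower (n = 5 and 6 arrays). Several genes that LPS is known for had large differences that did not pass: Il6 6.43 ± 1.95 (adjusted p = 0.0969), Il1b 5.62 ± 2.05 (adjusted p = 0.182), Arg1 5.87 ± 1.81 (adjusted p = 0.102), Tnf 1.41 ± 1.05 (adjusted p = 0.599) and the proliferation marker Mki67 −2.64 ± 1.16 (adjusted p = 0.291). Of these, Il6, Il1b and Arg1 passed without LPS 3 (7.85, 7.23 and 7.23, adjusted p = 0.0247, 0.0451 and 0.0247) and without LPS 6 (7.72, 7.22 and 7.25, adjusted p = 0.029, 0.0469 and 0.0235). The count was 775 without LPS 3 and 762 without LPS 6, 246 without Ctrl 1, 182 without Ctrl 2, 199 without Ctrl 3, 222 without Ctrl 4, 150 without LPS 2, 141 without LPS 4 and 145 without LPS 5. Of 57 calls on named genes, 27 ended without LPS 4, 26 without LPS 5, 25 without LPS 2, 19 without Ctrl 2, 17 without Ctrl 3, 15 without Ctrl 1 and 15 without Ctrl 4, and at most 7 without any other array. The adjusted p of Nos2 went up to 0.131 without LPS 4. Without the 6 arrays of low control separation, all of them in set A as defined above, the count was 38.

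Gene lists fixed beforehand showed which programs moved with LPS. M1-like markers rose as a list, with 10 of 22 members up and 0 down (adjusted over the list alone, 16 up and 1 down, median 3.04, camera adjusted p = 3.42e-17), among them the complement factor Cfb (5.28), Acod1 and Gch1 (1.42), which makes the cofactor of nitric oxide synthase. Genes of the respiratory burst and nitric oxide rose with 5 of 12 up (7 over the list alone, median 0.80, adjusted p = 2.95e-08), including the superoxide dismutase Sod2 (2.99). Neutrophil and granulocyte precursor markers rose with 3 of 19 up (3 over the list alone, adjusted p = 0.000566), which were Lcn2, Mmp8 and the calcium-binding protein S100a8 (4.18). These 3 lists also passed with an estimated correlation (adjusted p = 0.01 for each).

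Other lists passed only at the preset correlation. Inflammatory cytokines and chemokines had 8 of 35 up (17 over the list alone, median 1.41, adjusted p = 6.72e-13), with Ccl7 at 5.12 and Il1rn, an antagonist of interleukin-1, at 3.38. NF-kB targets had 9 of 34 up (19 up and 2 down over the list alone, median 0.94, adjusted p = 1.1e-13), with the feedback inhibitor Tnfaip3 at 3.08. Glycolysis and hypoxia genes had 6 of 28 up (12 over the list alone, median 0.85, adjusted p = 2.07e-08), with the regulator Pfkfb3 at 3.10 and the glucose transporter Slc2a1 at 2.58. Type I interferon-stimulated genes had 1 of 32 up, Irf7 at 2.46 (4 over the list alone, median 0.61, adjusted p = 2.65e-06). Antigen presentation and interferon-gamma genes had 5 of 29 up (7 up and 1 down over the list alone, adjusted p = 0.000453), with Gbp7 at 3.94 and Socs1 at 4.89. Matrix genes made by macrophages had 6 of 31 up (8 over the list alone, adjusted p = 0.0097), with Mmp14 at 3.86 and Mmp9 at 4.54. Osteoclast markers had 2 of 16 up (5 up and 1 down over the list alone, adjusted p = 0.00706), Acp5, the tartrate-resistant phosphatase, at 5.43 and Mmp9. Erythroid and megakaryocyte markers had 0 of 9 called (1 up over the list alone, median 0.38, adjusted p = 0.0251). With an estimated correlation the adjusted p of these 8 lists was 0.0533, 0.071, 0.114, 0.488, 0.3, 0.117, 0.3 and 0.102.

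Cell division genes lay lower with LPS, at the preset correlation alone. The mitotic list had a median of −1.91 with 0 of 41 members called, and 0 over the list alone (adjusted p = 1.64e-09), with Ube2c at −4.92 (adjusted p = 0.181) and Cenpa at −2.02 (adjusted p = 0.154). DNA replication genes had a median of −0.52 with 0 of 39 called, and 0 over the list alone (adjusted p = 0.0497). Fibroblast and stromal markers had a median of −1.07 with 0 of 28 called (3 up and 9 down over the list alone, adjusted p = 0.000717), with Tagln at −2.86 (adjusted p = 0.0511). Unfolded protein response genes had a median of −0.33 with 0 of 18 called (5 down over the list alone, adjusted p = 0.00205), with Sdf2l1 at −1.14 (adjusted p = 0.0528). With an estimated correlation these 4 lists had adjusted p = 0.488, 0.797, 0.413 and 0.319. The remaining 16 lists did not pass. Among them, M2-like markers had 2 of 28 up, Ccl22 (3.05) and Il4ra (1.89), and 3 down, with Pparg and Mrc1 as examples (5 up and 7 down over the list alone, adjusted p = 0.478). The amino acid response list had 1 of 27 up, Slc7a11 (5.00), and 1 down, the mitochondrial enzyme Pck2 (−2.28, 1 up and 1 down over the list alone, adjusted p = 0.363).

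For the 14 other lists camera gave adjusted p = 0.218 for coagulation (2 up and 1 down called, 7 and 4 over the list alone), 0.776 for complement (2 up, and 3 up and 3 down). It was 0.729 for dendritic cell markers (1 up, and 1 up), 0.225 for mast cell markers (0, and 0), 0.94 for lymphocyte markers (0, and 0), 0.225 for macrophage identity genes (1 down, and 2 up and 4 down). It was 0.352 for phagocytic receptors (2 up and 1 down, and 5 up and 3 down), 0.94 for cholesterol synthesis (0, and 0), 0.141 for LXR and fatty acid synthesis (0, and 5 down), 0.429 for leucine catabolism (0, and 1 up and 2 down). It was 0.294 for oxidative phosphorylation (0, and 1 up), 0.294 for NRF2 antioxidant genes (2 up, and 2 up), 0.133 for p53 targets (1 up, and 4 up and 2 down) and 0.94 for lysosome genes (1 up, and 2 up). The second counts are those adjusted over the list alone. The sign of the median, the mean and the test differed for the lymphocyte, phagocytic, cholesterol and lysosome lists.

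The response to LPS was larger in set A than in set B for many of these genes. In set A (3 LPS and 4 Ctrl arrays) Nos2 rose by 11.73 ± 0.44, Il6 by 9.95 ± 0.65, Il1b by 8.85 ± 0.64 and the arginase Arg1, often used as an M2-like marker, by 9.46 ± 0.52 (largest adjusted p = 2.93e-07). In set B (2 LPS and 2 Ctrl arrays) the differences were 0.96 for Nos2 (adjusted p = 0.485), 1.19 for Il6 (adjusted p = 0.119), 1.30 for Il1b (adjusted p = 0.444) and 0.50 for Arg1 (adjusted p = 0.742). Lcn2 rose there by 7.22 ± 0.17 (adjusted p = 4.6e-05), Saa3 by 5.07 ± 0.17 (adjusted p = 0.000215), and Ccl5 by 4.69 ± 0.22 (adjusted p = 0.000806). The difference between sets, tested in the fit of 8 means, was −10.76 ± 0.70 for Nos2 (adjusted p = 2.21e-08), −8.76 ± 0.95 for Il6 (adjusted p = 1.33e-05), −7.55 ± 1.00 for Il1b (adjusted p = 0.00014), −8.96 ± 0.80 for Arg1 (adjusted p = 1.05e-06) and 5.09 ± 0.71 for Mrc1 (adjusted p = 0.000232). That test called 688 probe sets, 414 in which the change was more positive in set B and 274 in which it was more negative. Within set A 2341 probe sets were called, 936 up and 1405 down, and within set B 123, 113 up and 10 down, with 49 up and 7 down in both (4.76 and 0.633 for independent lists).

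**Figure D2:**
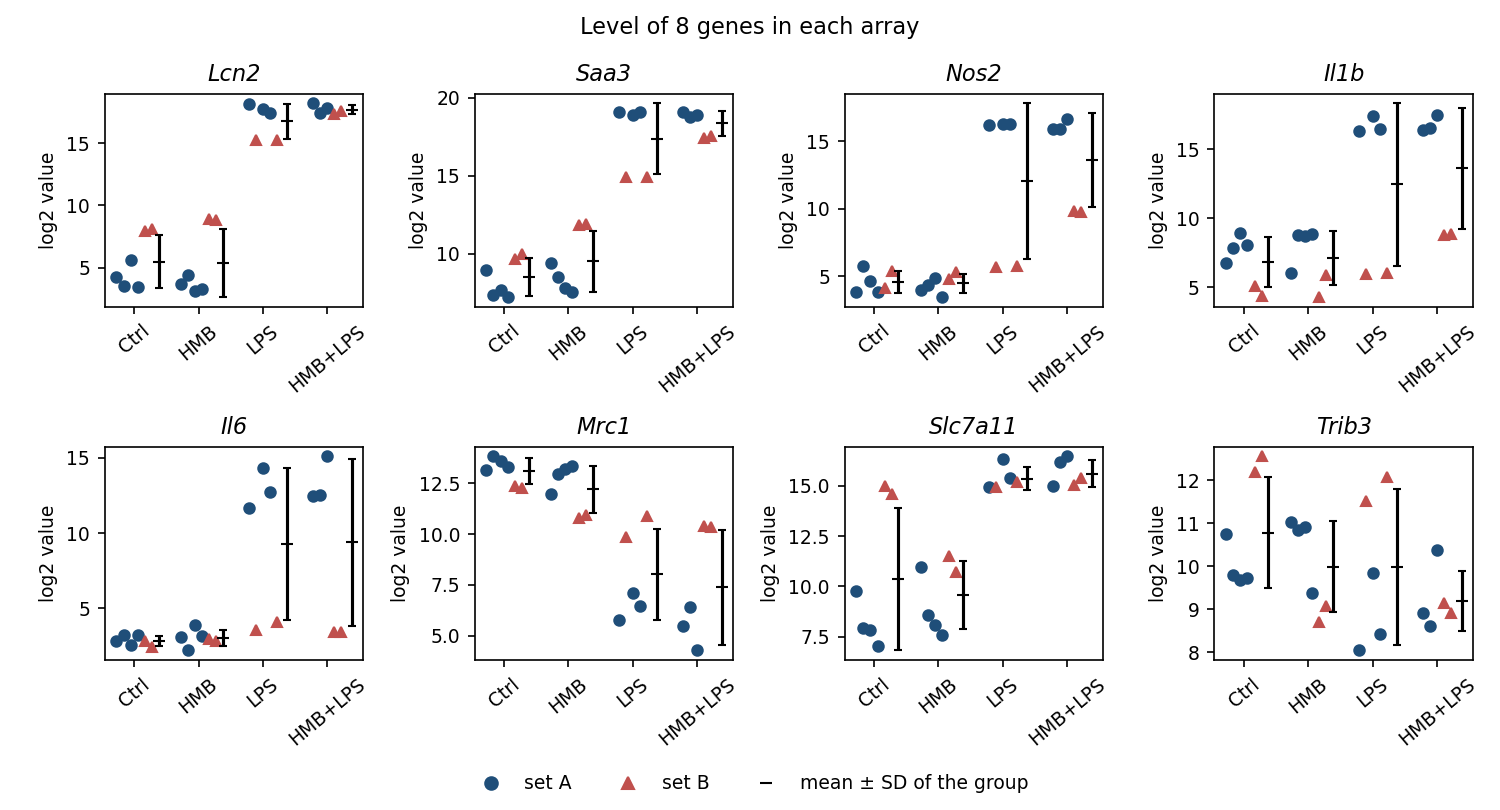
Levels of 8 genes (log2 values) on each array by group, with circles for set A, triangles for set B, and bars for the mean ± SD of the group. Nos2, Il6 and Il1b of the LPS arrays lie near the Ctrl level in the 2 arrays of set B and far above it in the 3 of set A, while Lcn2 and Saa3 lie above every Ctrl array in both.

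Within set A the mitotic list fell, with 33 of 41 members down (38 over the list alone, camera adjusted p = 5.02e-27, and adjusted p = 0.0688 with an estimated correlation). Ube2c fell by 7.96 ± 0.33 and the cyclin Ccna2 by 5.72 ± 0.55 there, and the difference between sets was 7.32 ± 0.52 and 5.03 ± 0.81 (adjusted p = 6.19e-08 and 0.000982). Within set B interferon genes rose, with 15 of 32 members up (31 over the list alone, adjusted p = 5.32e-46, and adjusted p = 0.0181 with an estimated correlation), including Irf7 (2.66 ± 0.19), the antiviral genes Ifit3 (2.39 ± 0.17) and Oasl1 (2.84 ± 0.23) and the deconjugating enzyme Usp18 (2.03 ± 0.17). For these 4 the difference between sets did not pass (smallest adjusted p = 0.277, for Ifit3). Acp5 (7.20 ± 0.24), the scavenger receptor Marco (6.01 ± 0.27) and the protease Ctsk (4.29 ± 0.34) also rose in set B, and Acp5 rose more there than in set A by 2.78 ± 0.40 (adjusted p = 0.000318). Without 1 array of set B, the remaining array of that group being assumed to vary like the other groups, the count of 123 was 9 (Ctrl 5), 6 (Ctrl 6), 61 (HMB 5 or HMB 6), 19 (LPS 3 or LPS 6) and 56 (HMB+LPS 5 or HMB+LPS 6). It was 21 with a spread shared by both sets.

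In the fit of 4 group means, HMB in M0 macrophages changed no single gene past the threshold over all arrays. The polarization markers differed from Ctrl by −0.13 ± 1.69 (Nos2), 0.42 ± 1.72 (Arg1), −0.89 ± 0.97 (Mrc1), 0.16 ± 1.86 (Il6), 0.26 ± 1.95 (Il1b), 0.02 ± 1.00 (Tnf) and −0.31 ± 1.10 (Mki67), all with an adjusted p of 1. These errors come from 1 spread per gene, pooled over the 4 groups, and so include that of the LPS arrays. Il6 ran from 2.47 to 3.26 in Ctrl and from 2.22 to 3.88 in HMB, but from 3.59 to 14.33 in LPS. The errors and adjusted p thus do not measure the spread of Ctrl and HMB alone. With only these 2 groups limma also called 0 probe sets. Leaving out 1 array moved Nos2 between −0.30 and 0.10, Il6 between −0.01 and 0.32, Il1b between −0.23 and 0.83, Tnf between −0.60 and 0.72 and Mki67 between −0.66 and 0.01, so their signs are not settled. Arg1 stayed between 0.30 and 0.54 and Mrc1 between −1.12 and −0.61. Arg1 was low in M0 cells, at 3.06 to 3.75 in Ctrl and 3.22 to 4.41 in HMB. The lower quartiles of these arrays ran from 3.56 (Ctrl 6) to 3.84 (HMB 1). Its difference, like that of Il6, is thus between values near the floor. At the preset correlation 4 lists passed, and none did with an estimated one (smallest adjusted p = 0.689). Amino acid response genes, which the transcription factor ATF4 controls, lay lower as a list (median −0.35, camera adjusted p = 0.00422), with the transcription factor Atf5 at −1.23 ± 0.50. Type I interferon-stimulated genes lay lower (median −0.26, adjusted p = 0.0465) with Irf7 at −0.53, and fibroblast markers (median 0.37, adjusted p = 0.0368) and p53 targets (median 0.19, adjusted p = 0.0368) higher, with Col5a1 at 0.64 and Btg2 at 0.81. No member of these 4 lists was called, over all genes or over the list alone, and with an estimated correlation their adjusted p was 0.689, 0.979, 0.802 and 0.689.

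limma called 0 probe sets for HMB minus Ctrl (n = 6 and 6 arrays), with 410 at an unadjusted p under 0.05 where chance gives 1110, and 587 by the methods' t-test unadjusted and 0 adjusted. Every group holds arrays of both sets, and this fit leaves the difference between sets in its spread. That makes it conservative for HMB, so 0 calls and a count under 1110 are no evidence that HMB has no effect. With the replicate number or the set as a block limma called 0 probe sets as well. In the fit of 8 means, a mean for each group in each set, the average of the effects in both sets was called for 1 probe set (918 unadjusted), Npy, at 1.69 ± 0.25 (adjusted p = 0.0338), named after its values were seen. Its change was 0.28 in set A and 3.10 in set B. The 4 lists became 0 without Ctrl 5 or Ctrl 6, 2 without Ctrl 3, Ctrl 4 or HMB 2, and 1 without HMB 1. They became 3 without any 1 of HMB 3 to 6, of LPS 2, 4, 5 and 6, or of the HMB+LPS arrays.

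Within set B, HMB lowered amino acid response genes in M0 macrophages, though their difference from set A did not pass. Slc7a11 fell by 3.68 ± 0.31, the pseudokinase Trib3 by 3.48 ± 0.27, Atf5 by 3.46 ± 0.26 and the glutathione-degrading enzyme Chac1 by 2.42 ± 0.22 (adjusted p = 0.0201, 0.0174, 0.0159 and 0.0201, 2 HMB and 2 Ctrl arrays). Slc7a5, a transporter that carries leucine, fell by 1.38 ± 0.18, and 6 of 27 members of the amino acid response list were down (22 down and 1 up over the list alone, median −1.07, camera adjusted p = 1.73e-18, and adjusted p = 0.0961 with an estimated correlation). Outside this list the amino acid transporters Slc6a9 and Slc1a4 fell by 3.29 ± 0.21 and 2.81 ± 0.18, the cytochrome oxidase subunit Cox6a2 fell by 4.40 ± 0.31, and the C-type lectin Clec4n and the prostaglandin receptors Ptger2 and Ptgir fell by 2.99, 2.94 and 2.72. Tmem178 rose by 3.25 ± 0.44, the lectin-like receptor Klra17 by 3.17 ± 0.33, the matrix protein Npnt by 3.17 ± 0.41, neuropeptide Y (Npy) by 3.10 ± 0.28 and Acp5 by 2.30 ± 0.24. Chemokines went both ways, with Ccl5 up by 2.21 and Ccl7 at −1.62, and Gbp7, the collagenase Mmp13 and the proton pump subunit Atp6v0d2 fell by 2.23, 2.61 and 2.58.

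These were among 107 probe sets called within set B, 49 up and 58 down, against 0 in set A (482 unadjusted). The difference between sets was not called for any probe set by limma (932 unadjusted, where chance gives 1110). It was −4.32 for Slc7a11 (adjusted p = 0.556), −4.03 for Trib3 (adjusted p = 0.148) and −3.34 for Atf5 (adjusted p = 0.181). The 107 became 0 without Ctrl 5, Ctrl 6, HMB 5 or HMB 6, 29 without LPS 3 or LPS 6, 7 without HMB+LPS 5 or HMB+LPS 6, and 11 with a spread shared by both sets. limma called 0 with only the Ctrl and HMB arrays of set B, with or without the replicate number as a block, and 0 with that block and all 8 arrays. Each of these fits has fewer residual degrees of freedom, so the loss cannot be put down to the pairing. Arrays of the same group in set B differed by SDs of 0.334 in Ctrl, 0.321 in HMB, 0.352 in LPS and 0.363 in HMB+LPS, less than any pair of the same group in set A (at least 0.454). If they are technical replicates, which the labels do not state, set B holds 1 sample per group and its p-values for each comparison measure technical spread alone. In set B 13 lists passed, 8 up and 5 down, and none with an estimated correlation (smallest adjusted p = 0.0961).

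**Figure D3:**
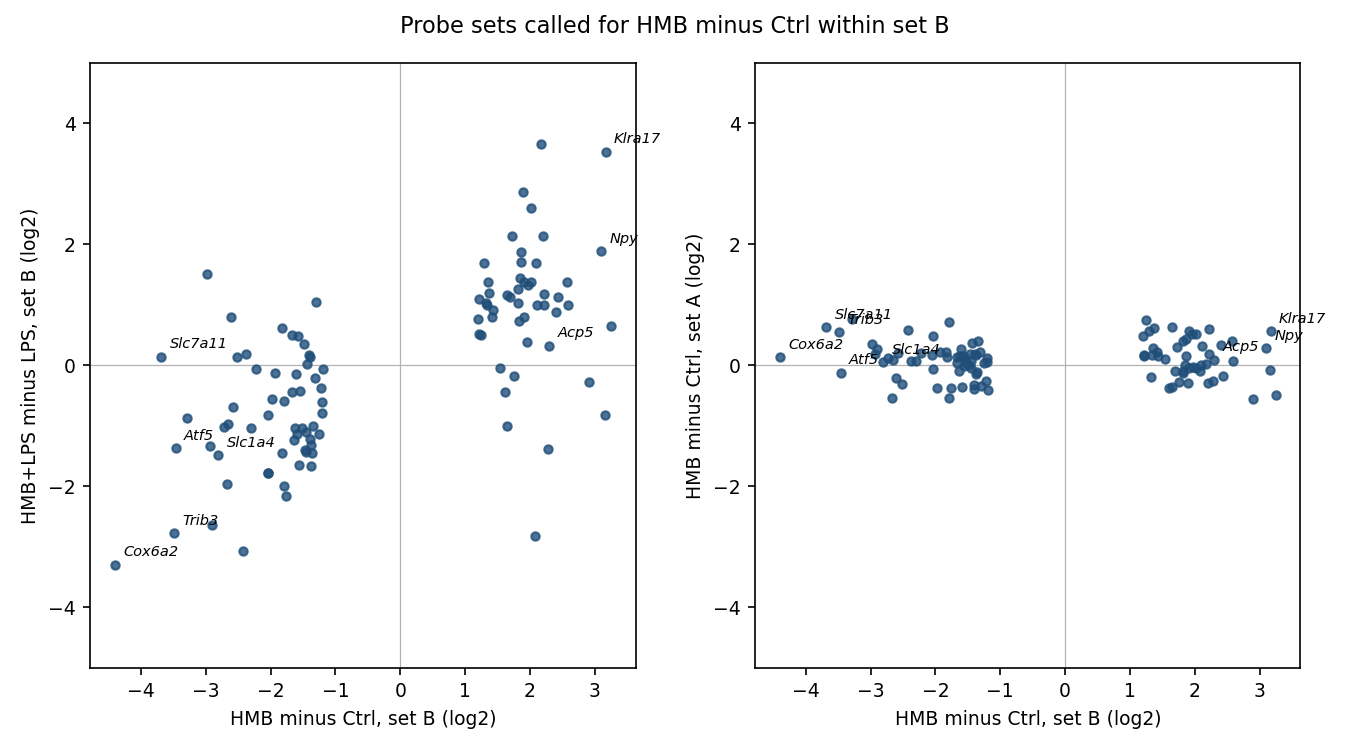
Log2 changes of the 107 probe sets called for HMB minus Ctrl in set B, plotted against their change from LPS to HMB+LPS in set B (left) and from Ctrl to HMB in set A (right), 1 point per probe set. Of the 49 that rose and 58 that fell, 27 and 28 were also called in the same direction with LPS in set B, while 46.7% had the same direction in set A.

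With HMB and LPS, 10 lists passed over all arrays at the preset correlation, and no single gene did in the fit of 4 group means. None of these lists passed with an estimated correlation (smallest adjusted p = 0.377). NF-kB targets lay higher (median 0.31, camera adjusted p = 0.000449), with Icam1, an adhesion molecule, at 0.73 ± 0.29. So did glycolysis and hypoxia genes (median 0.31, adjusted p = 0.00578), M1-like markers (median 0.54, adjusted p = 0.0133) with the chemokine Cxcl9 at 1.86 ± 0.62, and respiratory burst genes (median 0.39, adjusted p = 0.0133). Fibroblast markers (median 0.32, adjusted p = 0.0133) with Mmp2 at 2.35 ± 0.80, p53 targets (median 0.23, adjusted p = 0.0199), lysosome genes (median 0.14, adjusted p = 0.0199), coagulation genes (median 0.20, adjusted p = 0.0443) and oxidative phosphorylation genes (median 0.11, adjusted p = 0.0443) lay higher too. Amino acid response genes lay lower (median −0.34, adjusted p = 0.014), with Chac1 at −1.47 ± 0.70. The markers Nos2, Il6, Il1b, Arg1, Mrc1 and Tnf differed by 1.58, 0.12, 1.16, 0.05, −0.64 and 0.17, each with an adjusted p of 1. Without 1 array they ran from −0.02 (LPS 3) to 2.64 (LPS 4) for Nos2, −1.31 (LPS 3) to 1.61 (HMB+LPS 5) for Il6 and −0.46 (LPS 3) to 2.39 (LPS 4) for Il1b. Arg1 ran from −1.33 (LPS 6) to 1.49 (HMB+LPS 5), Mrc1 from −1.40 (HMB+LPS 5) to 0.13 (HMB+LPS 4) and Tnf from −0.17 (LPS 5) to 0.55 (HMB+LPS 2), so the sign of each depended on 1 array.

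limma called 0 probe sets for HMB+LPS minus LPS (n = 5 and 5 arrays), with 686 at an unadjusted p under 0.05, and 652 by the methods' t-test unadjusted and 0 adjusted. Here too the difference between sets is left in the spread, so the 0 is no evidence that HMB has no effect. In the fit of 8 means, the average of the effects in both sets was called for 16 probe sets, 16 up and 0 down (1558 unadjusted). Among them were F10 (1.81 ± 0.23, adjusted p = 0.00164), Mmp8 (2.23 ± 0.28, adjusted p = 0.00164) and Nos2 (adjusted p = 0.0376), which were at −0.05, 0.22 and −0.12 in set A and 3.67, 4.24 and 4.12 in set B. No member of the 10 lists was called over all genes or over the list alone. The 10 lists became 1 without LPS 3, 4 without LPS 6, and 6 without HMB+LPS 3 or HMB+LPS 4.

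In set B the HMB+LPS arrays stood above the LPS arrays in M1-like genes. Nos2 rose by 4.12 ± 0.41 (adjusted p = 0.0127), Cfb by 3.43 ± 0.25 (adjusted p = 0.00794), Cxcl9 by 4.18 ± 0.36 (adjusted p = 0.0107), Acod1 by 2.51 ± 0.22 (adjusted p = 0.0107) and Il1b by 2.80 ± 0.51 (adjusted p = 0.0376). Il6 was at −0.41 (adjusted p = 0.352, 2 arrays per group). M1-like markers had 10 of 22 up (13 up and 1 down over the list alone, camera adjusted p = 1.16e-08). Glycolysis and hypoxia genes had 8 of 28 up (21 up and 1 down over the list alone, adjusted p = 1.52e-11) with Pfkfb3 at 1.23. Fibroblast markers had 8 of 28 up (10 over the list alone, adjusted p = 3.63e-07) with Mmp2 at 4.42 and the lysyl oxidase Lox at 1.62. These 3 lists passed with an estimated correlation (adjusted p = 0.0415 for each). The noncoding transcript U90926 rose by 5.84, Mmp8 by 4.24, coagulation factor F10 by 3.67 and Klra17 by 3.53. NF-kB targets had 10 of 34 up (17 up and 1 down over the list alone, adjusted p = 1.65e-09, and adjusted p = 0.0712 with an estimated correlation), with Sod2 at 2.13.

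Amino acid response genes fell under LPS in set B too, with 12 of 27 down and 1 up (19 down and 1 up over the list alone, camera adjusted p = 1.24e-09, and adjusted p = 0.0798 with an estimated correlation). Chac1 fell by 3.07 ± 0.22, Trib3 by 2.77 ± 0.27 and Atf5 by 1.37 ± 0.26, while Slc7a11 was at 0.14 (adjusted p = 0.83). Cox6a2 and Cd5l fell by 3.29 and 2.82. Cell cycle genes fell, with 15 of 41 mitotic genes down (33 over the list alone, adjusted p = 2.45e-17, and adjusted p = 0.0718 with an estimated correlation), Ccna2 among them at −1.41 and the kinesin Kif11 at −1.26. Of 39 DNA replication genes 9 were down (27 over the list alone, adjusted p = 4.04e-13, and adjusted p = 0.0861 with an estimated correlation), with Mcm4 at −1.25. Type I interferon genes had 4 of 32 down (1 up and 12 down over the list alone, adjusted p = 3.78e-06, and adjusted p = 0.134 with an estimated correlation), with Ifit2 at −1.26.

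Within set B 1043 probe sets were called for HMB+LPS minus LPS, 489 up and 554 down, and within set A limma called 0 (816 unadjusted). The test of the difference between sets called 14 probe sets, 12 more positive in set B and 2 more negative, among them F10 (3.72 ± 0.46, adjusted p = 0.00323), U90926 (5.67 ± 0.75, adjusted p = 0.00496), Mmp8 (4.02, adjusted p = 0.00567), Cfb (3.81, adjusted p = 0.0185), Nos2 (4.24 ± 0.71, adjusted p = 0.0262) and Klra17 (3.80, adjusted p = 0.0431). Without 1 array of set B the count was 267 (Ctrl 5 or Ctrl 6), 248 (HMB 5 or HMB 6), 18 (LPS 3), 0 (LPS 6) and 0 (HMB+LPS 5 or HMB+LPS 6). It was 107 with a spread shared by both sets. In set B 22 lists passed, 17 up and 5 down, of which 3 passed with an estimated correlation.

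**Figure D4:**
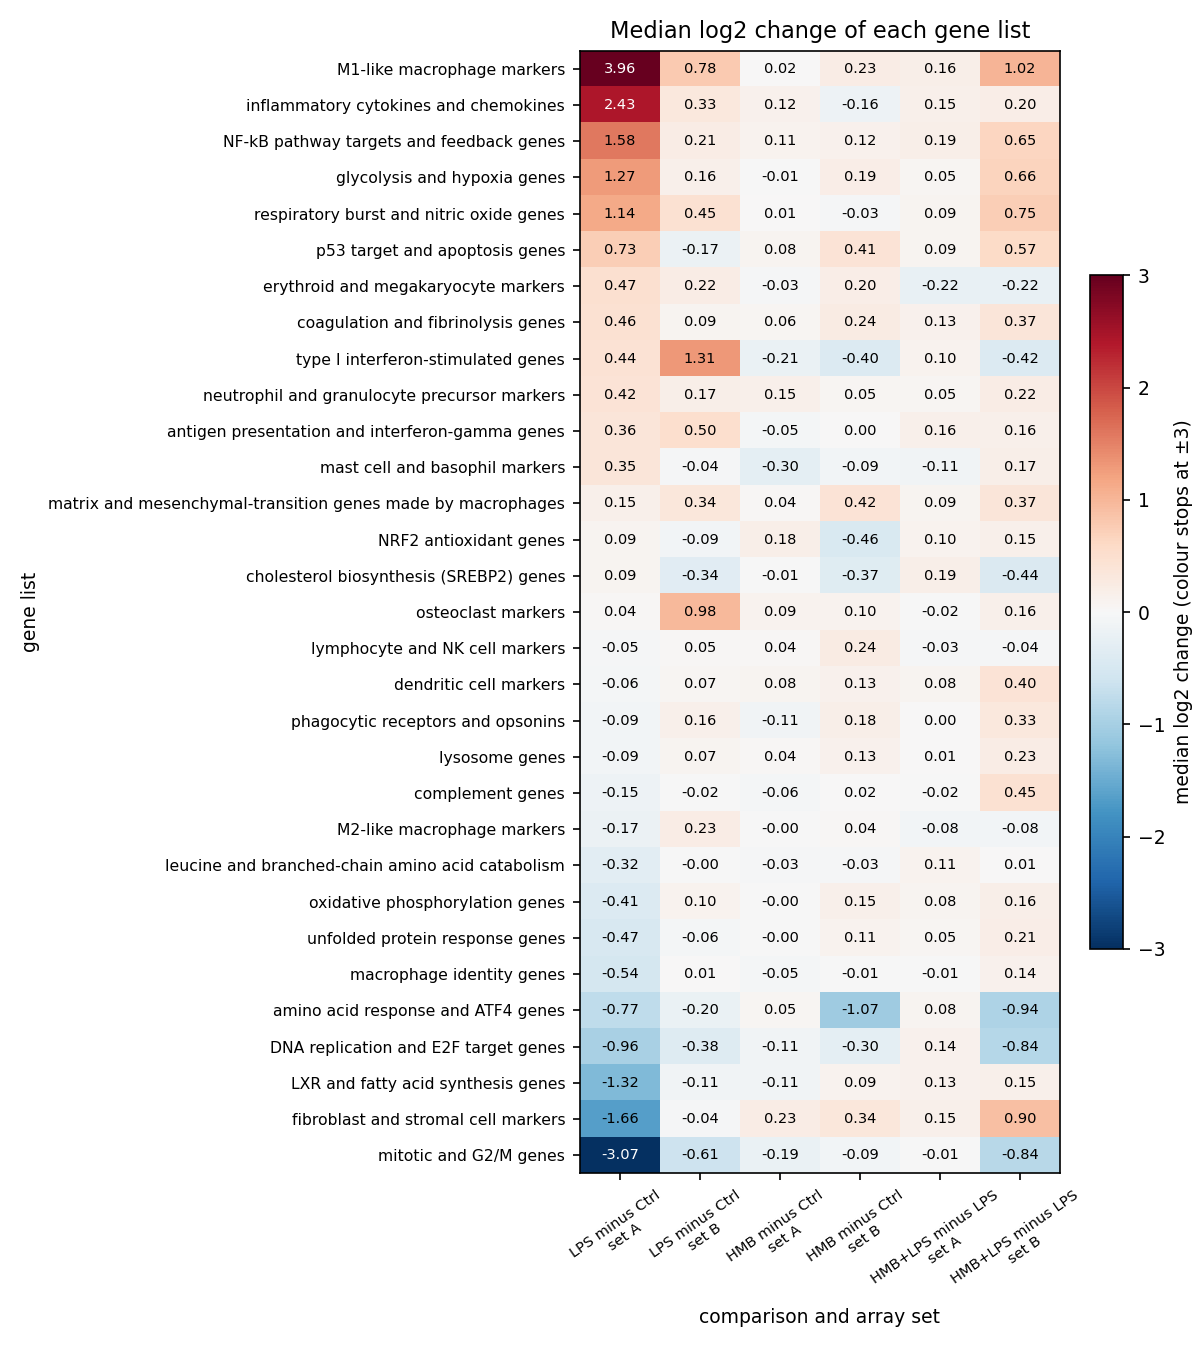
Median log2 change of the members of each of 31 gene lists (vertical axis) for LPS minus Ctrl, HMB minus Ctrl and HMB+LPS minus LPS in set A and set B (horizontal axis), with red for higher and blue for lower. The amino acid response list is at −1.07 and −0.94 for the HMB comparisons in set B, and the mitotic list at −3.07 for LPS minus Ctrl in set A.

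The effect of HMB with LPS was set against its effect without LPS. The genes with the smallest p were Itih3 (1.37 ± 0.34), Olfr813 (−1.84 ± 0.46), Cyp2j8 (−1.13 ± 0.29), Adamtsl1 (−1.51 ± 0.39) and Adcy10 (1.65 ± 0.43), each with an adjusted p of 1. limma called 0 probe sets (465 unadjusted) and no list passed (smallest adjusted p = 0.134). Lists passed without LPS 4 (6), LPS 2, HMB+LPS 5 or HMB+LPS 6 (4), LPS 5 (3), and Ctrl 1 or HMB 4 (1). Within set A the count was 0 (586 unadjusted). Within set B 1 gene passed, Clec4n, a receptor for fungal mannans, at 4.50 ± 0.26 (adjusted p = 0.0184), chosen after its values were seen. That call ended without any 1 of the 8 arrays, and 11 lists passed there, 0 of them with an estimated correlation (smallest adjusted p = 0.089).

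The M1-like marker score was 7.44 ± 0.24 in Ctrl (SD, n = 6) and 10.77 ± 1.78 in LPS (SD, n = 5), a difference of 3.33, with 5 of 5 LPS arrays above every Ctrl array (exact permutation p = 0.00216, adjusted p = 0.013). It differed by 4.76 in set A and 1.10 in set B (exact permutation within sets, adjusted p = 0.0286). HMB in M0 cells moved the score by 0.04 (exact permutation, adjusted p = 0.903), by −0.02 in set A and 0.16 in set B. HMB with LPS moved it by 0.61 (exact permutation, adjusted p = 0.903), by 0.13 in set A and 1.32 in set B (exact permutation within sets p = 0.0833, adjusted p = 0.167). Without 1 array the 0.61 ran from 0.12 (LPS 6) to 1.03 (LPS 4), and the 0.04 of HMB in M0 cells from −0.06 (HMB 6) to 0.13 (HMB 1). The M2-like score differed by −0.44 for LPS (exact permutation p = 0.0779, adjusted p = 0.234, −0.78 in set A and 0.10 in set B), by −0.01 for HMB (−0.01 in set A and −0.02 in set B, adjusted p = 0.903 by exact permutation) and by −0.06 for HMB with LPS (−0.03 in set A and −0.09 in set B, adjusted p = 0.903 by exact permutation). Without 1 array the latter values ran from −0.08 (Ctrl 1) to 0.06 (HMB 1) for HMB and from −0.19 (LPS 5) to 0.07 (LPS 6) for HMB with LPS.

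Whether HMB moved genes the way LPS did was examined across the 22206 probe sets, which are not independent replicates. Changes with HMB in M0 cells correlated with those of LPS at r = 0.177. Unchanged groups sharing the Ctrl arrays gave a mean of 0.459, with 95% of 100 simulated draws between −0.0408 and 0.850, which holds that value, and the covariance was 0.0311 against 0.0663. Draws made within sets gave a mean of 0.434 (95% between 0.00652 and 0.760, covariance 0.0401). All draws ignore the pairing of Ctrl and HMB arrays by number. They were made after removing every group mean, so they hold no LPS change, which by itself weakens a correlation with LPS. Their ranges thus cannot be set against the r of either HMB comparison with LPS. Without HMB 1 r was 0.0936 and without Ctrl 1 it was 0.266. With the Ctrl arrays split between both comparisons r averaged −0.100 (−0.329 to 0.0185 over the splits), and it was 0.184 in set A and 0.268 in set B with shared arrays. Changes with HMB under LPS correlated with those of LPS at r = −0.00143, where shared LPS arrays alone gave a mean of −0.486, with 95% of draws between −0.818 and −0.0275 (covariance −0.000322 against −0.0719). Draws within sets gave a mean of −0.479 (95% between −0.753 and −0.186, covariance −0.0477). The observed r lay above both ranges. That decides nothing, since a large LPS change, which the draws lack, weakens r whether or not HMB acts. No range was made for the covariances. The observed r also depended on single arrays. Its sign turned without LPS 5, HMB+LPS 5 or HMB+LPS 6 (0.101, 0.204 and 0.192) and without LPS 2, LPS 4, Ctrl 1 or Ctrl 2 (0.0423, 0.0144, 0.0102 and 0.00148). It was more negative without LPS 3 (−0.343), LPS 6 (−0.335) and HMB+LPS 2, 3 and 4 (−0.131, −0.125 and −0.140). With the LPS arrays split r averaged 0.280 and its sign turned between splits (−0.139 to 0.753), and within sets r was −0.238 and −0.103. All splits ignored the sets, so the parts could hold unequal shares of them. That pushes r up where LPS arrays are split and down where Ctrl arrays are. Neither split average thus parts an HMB effect from the sets. Both HMB comparisons share no arrays and correlated at r = 0.178 (simulated mean −0.00386, 95% of draws between −0.564 and 0.586, covariance 0.0155 against −0.00103; within sets mean 0.0324, 95% between −0.349 and 0.467, covariance 0.00325), 0.0395 in set A and 0.369 in set B. It was 0.112 without LPS 6 and 0.117 without HMB 5. In set B 27 probe sets rose and 28 fell with HMB both without and with LPS, where independent lists give 1.08 and 1.45. Overlaps with LPS in set B went both ways. Of the probe sets raised by LPS, 33 rose and 16 fell with HMB under LPS (2.49 and 2.82 for independent lists, with shared LPS arrays), and 7 rose and 5 fell with HMB alone (0.249 and 0.295, with shared Ctrl arrays).

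On the principal components of all probe sets, HMB moved M0 macrophages by −2.73 on the first and 1.63 on the second, and LPS-treated macrophages by −4.79 and −9.95 (exact permutation, adjusted p = 0.948 for each). With the components recomputed without 1 array, the sign turned for 3 of these 4 values. They ran from −11.61 (Ctrl 1) to 9.28 (HMB 1) and −11.34 (HMB 1) to 13.67 (HMB 5) in M0 cells, and with LPS from −25.37 (LPS 5) to 18.73 (LPS 6) and −18.14 (HMB+LPS 2) to −3.75 (LPS 2). Arrays of the same group in different sets lay much farther apart. The mean on the first component was 17.35 for Ctrl in set A and 73.90 in set B, and −93.33 for HMB+LPS in set A and 29.52 in set B.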

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

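The tests of the level before HMB, of control separation, of cells without LPS, of exchanged groups and of exchanged numbers were chosen after the results were seen, as were the array sets. Single arrays far from their group were found in 18 of 436 combinations of a value and a group, which cannot be set against a chance rate. In addition, 2 comparisons differed between sets.

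Lone arrays were sought in 436 combinations of a value and a group, and 18 had one. The chance rate of about 1 in 20 holds only for independent values from a uniform group. Each group here mixes arrays of both sets, whose distance can hide a lone array, so the 18 are listed as values. They were not spread evenly, as most lay in HMB 1 and Ctrl 1. In their groups these arrays had the lowest control separation (3.78 and 3.96) and the lowest array weights (0.438 and 0.727). In HMB 1, Tagln was at 12.36 (others 9.05 to 9.82), Cenpa at 13.81 (12.47 to 12.79), Sdf2l1 at 13.81 (12.90 to 13.11), Usp18 at 8.05 (11.27 to 12.87), Slc1a4 at 4.53 (6.34 to 7.29) and Tmem178 at 3.59 (7.87 to 8.38). In HMB 4, Acta2 was at 12.21 (12.55 to 12.75) and Mmp14 at 8.20 (8.98 to 9.36). In Ctrl 1, control separation was 3.96 (4.72 to 5.08), Cenpa was at 13.60 (12.62 to 12.82), Cxcl9 at 4.53 (3.06 to 3.60) and Hpgd at 9.69 (12.13 to 13.21), and in Ctrl 2 Klra17 was at 6.76 (4.82 to 5.46). In LPS 4, Ccl7 was at 15.20 (10.87 to 11.94). In HMB+LPS 4, Ccl22 was at 10.28 (7.29 to 7.92) and S100a8 at 11.23 (9.07 to 9.40), in HMB+LPS 2 Cfb at 13.07 (11.80 to 12.11), and in HMB+LPS 5 Adamtsl1 at 2.61 (3.39 to 3.64).

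The response to LPS differed between sets for 688 probe sets and the effect of HMB under LPS for 14, by the test of the difference. LPS 3 and LPS 6 had low Nos2, Il6 and Il1b. Arrays of cells that had no LPS are argued against, since Lcn2 and Saa3 stood above Ctrl in set B by at least 5.07. An exchange with HMB+LPS arrays is argued against, provided that HMB acts in the same direction with and without LPS. Both HMB comparisons in set B share no arrays, yet 55 probe sets were called in the same direction and 3 in opposite ones, where exchanged groups would give the reverse or no agreement. Nos2 of the HMB+LPS arrays of set B differed from that of LPS arrays in set A by −6.43, so an exchange within set B alone would also leave most of the difference between sets. An exchange of numbers 3 and 5 within the LPS group stays open. The deviations follow the sets and point to no single number: the correlation of LPS 5 with HMB+LPS 3 was −0.127 from its highest with another HMB+LPS array of set A, and that of LPS 3 with HMB+LPS 5 was 0.0294 above the one with HMB+LPS 6. Such an exchange would bring the set of LPS arrays in line with the numbers but would not change any group, and a weaker response of the cells behind set B may also be the reason and was not tested.

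HMB changed 107 probe sets in set B and 0 in set A by limma (482 unadjusted). For these 107 probe sets, a wider spread in set A hiding an equal change is argued against. Their median change in set A, signed by the direction in set B, was −0.03 against 1.82, a ratio of −0.0184. The 1.82 is raised by the choice of these probe sets in set B, but no array of set A chose them. Effects of HMB on other probe sets are not covered, and if set B holds 1 sample per group the 107 need not be effects of HMB. A difference in signal over background stays open, since control separation in set B was lower in both HMB arrays (4.77 and 4.70) than in both Ctrl arrays (5.01 and 5.08), a difference of −0.31. A limit set by the level before HMB stays open. The 27 amino acid response genes, a list fixed beforehand, stood 0.77 higher in Ctrl of set B than of set A (19 of 27), and the 554 lowered under LPS 0.63 higher, against −0.04 over all probe sets. The 58 lowered probe sets stood 1.19 higher (43 of 58) and the raised ones −0.63, which is partly built in, since the same Ctrl arrays chose them. For the 554 the Ctrl arrays enter the spread that chose them but not the change. Whether the effect of HMB differs between sets cannot be told apart from chance: the fit of 8 means called 0 probe sets (932 unadjusted), and the bound of 0 calls set beforehand was wrong, because that fit takes its spread mainly from set A and its own count for HMB in set B falls from 107 to 11.

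Other splits of the arrays were fitted for each count. For LPS 3 of 100 splits, the real one among them, gave as many probe sets as the real 414, a share under 0.05. The highest others gave 2444 and 1076, so groupings other than by LPS can give larger counts. Chance is thus made unlikely by this test but not excluded. In set A 1 of 35 splits, the real one, gave the real 2341, with 518 in the highest other. This holds for these arrays only, since the sets go together with the strength of the LPS response. Where the real count is 0 every split gives at least as many, so the splits decide nothing there. This holds for HMB (100 of 100, highest other 1421), for HMB with LPS (100 of 100, 3701), for the difference between both effects (100 of 100, 3862) and for HMB in set A (35 of 35, 0). For HMB with LPS in set A, 10 splits are too few for a share under 0.05 (real 0, highest other 117, 10 of 10). The highest splits put 4 arrays of set B, or 5 for the difference, in the treated group and point to a structure of the samples. Of the 32 splits that part every Ctrl and HMB pair, the real one gave 0 and the highest other 0, which decides nothing either.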

How the results depend on the processing

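The alternatives based on array sets, on low control separation and on a spread shared by both sets were chosen after the results were seen. Counts for LPS minus Ctrl stayed within 1.5 times the 414 reported with quantile normalization, centring, either filter on dim probe sets, trend and robust, and the fold threshold of 2 (391 to 552). The count was 670 with the replicate block, 230 with array weights, 117 with only the 2 groups compared (fewer arrays for the spread), 2809 by the methods' t-test unadjusted and 9 by that test adjusted, 1482 with the set as a block, 1383 as the average of both sets in the fit of 8 means, 2341 in set A, 123 in set B, and 38 without the arrays of low control separation (fewer arrays). Leaving out 1 array gave 141 (without LPS 4) to 775 (without LPS 3). Except for fewer arrays, the cause was not tested.

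For HMB minus Ctrl limma called 0 probe sets, with 587 by the methods' t-test unadjusted (410 by limma), 1 (Npy) as the average of both sets in the fit of 8 means and 107 in set B. For HMB+LPS minus LPS it called 0, with 652 by that t-test unadjusted (686 by limma), 16 as that average and 1043 in set B. For the difference between both effects 0 (465 unadjusted), 0 as that average (678 unadjusted) and 1 in set B. Adjusted, the t-test called 0 for both HMB comparisons. Within set B limma called 0 for HMB with the replicate block on the Ctrl and HMB arrays, 0 with these 4 arrays and no block, and 0 with the block on all 8 arrays. Each has fewer residual degrees of freedom than the fit with 107. A spread shared by both sets left 21 for LPS, 11 for HMB and 107 for HMB with LPS. Leaving out 1 array of set B gave 6 to 61 for LPS, 0 to 29 for HMB, 0 to 267 for HMB with LPS and 0 for the difference. The lone array of a group is assumed there to vary like the other groups. Over all arrays the replicate block moved no count to or from 0. Arrays of LPS and HMB+LPS with the same number deviated with r = 0.615, −0.515, 0.545, −0.516 and 0.599 for numbers 2 to 6, and those of Ctrl and LPS with 0.242, −0.239, 0.0405, −0.381 and 0.462, so these were not taken as pairs. All negative values are at numbers 3 and 5. With these exchanged in LPS, r would be 0.371 (LPS 5 with HMB+LPS 3), 0.677 (LPS 3 with HMB+LPS 5), 0.200 (Ctrl 3 with LPS 5) and 0.449 (Ctrl 5 with LPS 3). The sets alone could give that. Pairing with LPS thus stays unsettled, and results with the replicate block hold for the numbers as labelled.

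Of 15 lists for LPS, 3 passed with an estimated correlation. Of 4 for HMB, 1 passed with quantile normalization, 0 with an estimated correlation, 0 in set A and 13 in set B, and 0 to 6 without 1 array. Of 10 for HMB with LPS, 6 passed with quantile normalization, 0 with an estimated correlation, 16 with the set as a block, 0 in set A and 22 in set B, and 1 to 13 without 1 array. For the difference, where 0 had passed, 11 did in set B and 0 to 6 without 1 array. The cause was not tested.

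The M1-like difference for LPS was 3.28 over the 5 pairs of numbers (sign-flip, adjusted p = 0.375, where 5 pairs cannot reach the threshold). The correlation of both HMB comparisons was 0.374 without the dimmest 50% of probe sets, 0.0395 in set A and 0.369 in set B. Cd5l, which fell with LPS, was at 0.92 in set B (adjusted p = 0.297). Of the 57 calls on named genes, 51 ended without the arrays of low control separation, 42 in set B, 12 with array weights, 2 with trend and robust and 1 in set A. None ended with the replicate block, quantile normalization, centring, either filter on dim probe sets or the set as a block. All 6 arrays with a control separation under 4 are in set A. Leaving them out keeps 1 LPS array of set A beside 2 of set B, so what control separation itself limits was not parted from this.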

Other observations

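The array sets, and the genes of this part, were chosen after the values were seen. Members of the fibroblast list went both ways with LPS in set A. The small proteoglycans Dcn and Lum rose by 8.40 ± 0.42 and 4.03 ± 0.37 and Lox by 4.92 ± 0.30, while the smooth muscle actin Acta2 fell by 4.13 ± 0.27 (3 LPS and 4 Ctrl arrays, largest adjusted p = 3.44e-06). In set B they were at −0.53, −0.59, 1.17 and 0.45, and the difference between sets was −8.93, −4.62, −3.75 and 4.58 (largest adjusted p = 0.00121). The fibroblast list had 3 of 28 up and 14 down in set A (4 up and 16 down over the list alone, adjusted p = 0.26 with an estimated correlation). The lipoprotein Apoe fell by 3.97 ± 0.42 in set A and was at −0.30 in set B (difference 3.67, adjusted p = 0.00138). The LXR and fatty acid synthesis list, which holds it, had 1 of 18 up and 7 down in set A (3 up and 10 down over the list alone, adjusted p = 0.382 with an estimated correlation).

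With HMB and LPS in set B the class II genes H2-Aa and H2-Ab1 rose by 2.69 ± 0.24 and 2.70 ± 0.25, coagulation factor F7 by 2.25 ± 0.29 and Thbs1 by 2.14 ± 0.24 (2 arrays per group, largest adjusted p = 0.0195). In set A they were at 0.62, 0.18, 0.66 and 0.39, and the difference between sets did not pass for any of these 4 (smallest adjusted p = 0.114).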
